A study of Mus musculus with 4 samples. Its data were reported in "LATS-YAP/TAZ controls lineage specification by regulating TGFβ signaling and Hnf4α expression during liver development" (2016).

How the data were processed

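Total RNA from livers of newborn mice (mixed B6;129 strain, postnatal day 1) was amplified, labelled with biotin and hybridised to Illumina MouseRef-8 v2.0 bead arrays, 2 arrays for control livers and 2 for Lats1/2 double-knockout (DKO) livers. Groups and replicate numbers were taken from the sample titles; the description field instead numbers both control arrays 1 and both DKO arrays 2. The authors deposited a table of probe intensity on a linear scale, not normalized between arrays, with a detection p-value for each probe and array. They also deposited a table of normalized intensity for the same arrays. Its columns kept the order of each array's intensities (Spearman's rho 1) and their sorted values differed from their common mean by at most 3.92 units of intensity, with medians of 197.86 to 198.09, so it was treated as quantile normalized on a linear scale without centring. The scanner software, its background step and this normalization are not given in the sources used here. The study's methods state a log2 transformation and a p threshold for the arrays, without naming a test or an adjustment in that passage. A paired two-tailed t-test is named for graphing and for statistical analysis in general.

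Each array's background was corrected from the intensity table by the normexp method of limma 3.58.1 in R 4.3.3, with negative-control levels inferred from the detection p-values and an offset of 16, followed by quantile normalization and log2 transformation. Such an offset pulls the changes of dim probes toward 0. Probes with a detection p under 0.05 on at least 2 of the 4 arrays were tested, which left 13654 of 25697. The platform's annotation gave 23978 probes 1 gene symbol, 0 several and 1719 none; the last are unnamed here, and 812 of them were tested. 23962 probes matched a gene of the RefSeq table (assembly GRCm38.p6) by Entrez identifier, and 0 symbols differed. A linear model and eBayes in limma (no trend, not robust, two-sided) compared DKO with control, with no block for the replicate number and Benjamini-Hochberg adjustment over all tested probes at 0.05. A gene was represented by its tested probe with the highest mean log2 intensity (9502 genes). Of 80 changed genes with more than 1 tested probe, 0 had another probe of opposite sign and 27 had no other probe past the threshold. Among tested unnamed probes 15 were higher and 16 lower.

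Where a probe was detected on no array of a group, a bound was given in place of a fold: the other group's mean against the mean of, per array, the higher of the probe's own value and the lowest value among detected probes. Of the genes that rose 44, and of those that fell 35, were of this kind. 32 gene lists were fixed from general knowledge of the neonatal liver and from the study's text before the data were examined, as were the tests of genes and lists, the alternatives and the rule for named genes. Some tests under other observations were chosen later, as stated there. 1 list of 7 YAP-responsive genes had been read from labels in a picture of the study, not from its text; it stayed in the tests and their adjustment as fixed, but neither its results nor genes chosen only through it are reported. Lists with at least 5 tested members (30) were tested by camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. Of the 21 lists called (9 higher, the unreported list among them, and 12 lower), 0 were called with an estimated correlation, where only the unreported list had an unadjusted p under 0.05, and 0 by fry, where 11 had. Genes were named if they were Lats1 or Lats2, among the 10 largest rises or 10 largest falls past the threshold with separated groups, named in the study's text, or in a list: up to 2 rises and 2 falls past the threshold or, where no member passed, the 2 largest changes as values. Up to 10 further members were listed by name in a count.

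The fit was tested on simulated log2 values drawn from the probes' own means and their spreads as moderated by eBayes (13654 probes). Moderation draws the spreads toward a common value, so the simulated probes were more alike in spread than the measured ones. It called 5 of 50 genes changed by 1 on the log2 scale, 44 of 50 changed by 2, 50 of 50 changed by 3 and 49 of 50 changed by 4, and 8.59% of the 163 calls were false. A planted list of 20 genes shifted by 1 was called by camera with the preset correlation and not with an estimated one (adjusted p = 0.52), and 0 of 30 unshifted lists were called. The simulated probes were drawn independently of each other, whereas estimated correlations in the tested lists reached 0.60 (granulocytes). These list results therefore do not test the preset correlation on correlated genes. Alternatives covered background correction, normalization, the filter on dim probes, the authors' normalized values, the variance model, a replicate block, each array left out, other tests and thresholds, the mean of a gene's probes and other list tests. Chip section and scan were not tested as a block because the files used here do not give them. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.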

Results

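Gene expression was measured in whole livers of newborn mice at postnatal day 1 on 4 Illumina bead arrays. 2 livers were controls and 2 came from animals without germline Lats1 and with Lats2 deleted in cells that express an albumin-driven Cre recombinase (DKO). Lats1 and Lats2 encode the kinases of the Hippo pathway that restrain the transcriptional co-activators YAP and TAZ. The comparison asks how loss of these kinases alters the biliary and hepatocyte genes of the developing liver. Between 12514 and 13641 of the 25697 probes were detected per array (48.7% to 53.1%). With 2 arrays per group the number of arrays limits the precision, and the median standard error of a log2 change was 0.37. The labels do not state that each array came from a separate animal, so the p-values measure only the spread between these samples. The controls differed in the sex-linked transcripts given below, while the spread between the DKO arrays may be technical. Across the tested probes, which are not independent replicates, Pearson's r was 0.95 within each group and 0.86 to 0.92 between the groups. All 4 livers are labelled female. The Y-linked gene Eif2s3y read 11.31 in control replicate 2 (normalized log2 intensity). It read 4.69 in control replicate 1, 4.76 in DKO replicate 1 and 4.94 in DKO replicate 2. Xist, the RNA of the inactive X chromosome, read 5.16 in control replicate 2 against 9.86, 9.75 and 9.06 on those arrays. Control replicate 2 thus read as male, against its label, and both DKO livers as female. Sex was therefore not balanced between the groups, and its effect on the comparison was not tested.

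The targeted genes were examined first. The probe for Lats2 (ILMN_2771735) was detected on 1 of the 2 control arrays and on both DKO arrays, with a log2 intensity of 5.69 ± 0.32 (SD, n = 2) in controls and 6.30 ± 0.34 (SD, n = 2) in DKO livers. The difference of 0.60 (SE 0.37) did not pass the threshold (adjusted p = 0.53). The position of this probe relative to the deleted exons is not given in the sources used here, so its value does not check the genotype labels. Lats1 had no probe named here.

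Loss of Lats1/2 was accompanied by higher expression of 166 genes and lower expression of 160 genes, together 326 of the 9502 genes tested (3.43%). Among the largest rises, Guca2b, which encodes the peptide uroguanylin, was at least 82.2-fold higher, the surface antigen gene Psca at least 61.7-fold higher and the YAP target Ankrd1 at least 54.9-fold higher in DKO livers, each below detection in both controls. The tight junction genes Cldn4, Cldn6 and Cldn2 rose by 5.49 (SE 0.78), 4.87 (SE 0.50) and 4.83 (SE 0.48) on the log2 scale, Mab21l4, Lamb3 and Emp1 by 5.05, 4.90 and 4.75, and the keratin gene Krt7 was 32.1-fold higher. Cldn4, Krt7, Mab21l4 and Lamb3 were detected on 1 of the 2 control arrays. Among the largest falls, Cyp2e1, a cytochrome P450 of ethanol and drug oxidation, was 162-fold lower (log2 change -7.34, SE 0.65), the carboxylesterase gene Ces1d 160-fold lower (-7.32, SE 0.61) and the paraoxonase gene Pon1 128-fold lower (-7.00, SE 0.65). Ces1c, Cyp4a14, Cyp3a11, Slc27a5, Mbl2, Asgr1 and Cyp7a1 followed, with log2 changes of -6.47, -6.25, -6.03, -5.92, -5.49, -5.36 and -5.23. Of these 10 genes all but Asgr1 were detected on only 1 of the 2 DKO arrays. Ces1c and Ces1d, like the Cyp3a and Cyp4a genes, belong to families of close paralogs whose transcripts a probe may share. The sizes depended on single livers. Without DKO replicate 1 and without DKO replicate 2, the bounds were 164-fold and 41.3-fold for Guca2b, 98.9-fold and 38.4-fold for Psca and 84.1-fold and 35.8-fold for Ankrd1, and the log2 changes were 6.80 and 4.18 for Cldn4 and 5.53 and 4.22 for Cldn6. Without DKO replicate 2 the log2 changes were -6.65 for Cyp2e1, -6.43 for Ces1d, -6.33 for Pon1, -5.73 for Ces1c, -5.07 for Cyp4a14, -4.94 for Cyp3a11 and -4.01 for Cyp7a1. These 7 genes were below detection in DKO replicate 2, so without DKO replicate 1 they had only bounds, at least 176-fold, 209-fold, 163-fold, 102-fold, 93.7-fold, 78.5-fold and 80.0-fold lower. Slc27a5 likewise had only a bound without DKO replicate 1, at least 39.9-fold lower. Without control replicate 1 the log2 change of Krt7 was 4.40, and without control replicate 2 Krt7 was at least 47.5-fold higher, being below detection in control replicate 1. Without control replicate 1 and without control replicate 2, log2 changes were -6.53 and -8.15 for Cyp2e1, -6.19 and -7.82 for Pon1, -5.55 and -6.95 for Cyp4a14 and -4.58 and -7.48 for Cyp3a11. The calls for Cldn4 (log2 change 5.22), Cyp3a11 and Cyp4a14 were lost without control replicate 1.

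At this precision the smallest change that passed was 1.69 on the log2 scale, so smaller changes went uncalled, and 31 genes rose and 24 fell by at least 16-fold in the fitted values. In all 326 genes the DKO values lay beyond both control values, an arrangement found in 45.5% of all genes tested and in 33.3% by chance. The counts moved when 1 array was left out. Such a fit leaves a single array in a group, so its counts mix a change of power with the influence of the array left out. The same holds for single calls lost in this way. With all arrays kept, the counts were 63 and 74 without background correction, 79 and 79 with the authors' normalized values, and 15 and 25 when undetected probes were tested as well.

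**Figure D1:**
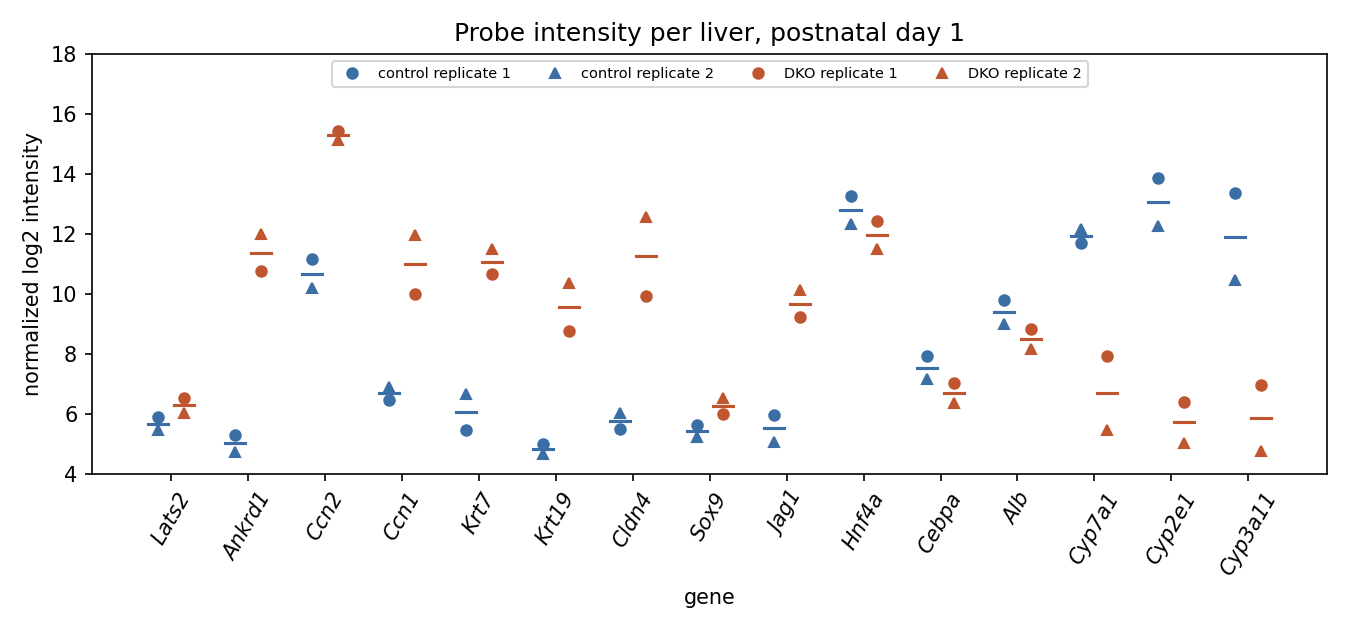
Normalized log2 intensity (vertical axis) of 15 genes in each liver, with control livers in blue, DKO livers in orange, replicate 1 as circles, replicate 2 as triangles and group means as bars. Krt7 lay at 5.48 and 6.68 in the controls against 10.67 and 11.50 in DKO livers, whereas the log2 changes of Hnf4a (-0.83), Cebpa (-0.85) and Alb (-0.89) did not pass the threshold. The Alb probe read a mean of only 9.41 in controls.

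Of 20 tested members of a list of YAP/TAZ targets, 9 rose and 0 fell, and 11 rose and 1 fell when adjusted over the list alone. The matricellular genes Ccn2 (Ctgf) and Ccn1 (Cyr61) rose by 4.61 (SE 0.42, adjusted p = 0.0034) and 4.30 (SE 0.62, adjusted p = 0.014) on the log2 scale, and Tgfb2 by 2.59, detected on 1 of the 2 control arrays. Crim1, Tnfrsf12a, Fjx1, Wwc1 and Amotl2 also passed the threshold, while Nt5e had a log2 change of -2.00 that did not pass (adjusted p = 0.095). The list was called higher by camera (adjusted p = 2.0e-07) and was not called with an estimated correlation (adjusted p = 0.34); its median log2 change was 1.62, or 0.99 with undetected genes at their bounds. The study's text names Ankrd1, Ccn2, Ccn1 and Tgfb2 as raised in such livers. Its array data are those analysed here, so these members are not independent evidence of direction. Among 10 Hippo pathway components only Tead4, a DNA-binding partner of YAP, rose, by at least 7.69-fold, and 3 rose when adjusted over the list alone (camera adjusted p = 0.00049; adjusted p = 0.34 with an estimated correlation). The call for Ccn1 was lost without control replicate 1 or 2 (log2 changes 4.08 and 4.51; 5.28 and 3.32 without DKO replicate 1 or 2), and that for Tgfb2 without control replicate 2 (2.23).

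Of 18 tested markers of biliary epithelial cells (BEC) 6 rose and 0 fell, with 11 higher and 1 lower when adjusted over the list alone. Krt7, a keratin of bile duct cells, was 32.1-fold higher (SE of the log2 change 0.50, adjusted p = 0.0042), and Krt19 was at least 15.8-fold higher (adjusted p = 0.0065), below detection in both controls. The study's text names both as raised by qRT-PCR and by the arrays analysed here, so they are not independent evidence of direction. Without DKO replicate 1 or 2 the bound for Krt19 was 27.6-fold or 9.08-fold, the log2 change of Krt7 was 4.40 without control replicate 1, and without control replicate 2 its bound was 47.5-fold. Cldn4, Bicc1 and the keratins Krt8 and Krt18, which hepatocytes also express, were the other members that passed. Sox9, a transcription factor of the biliary lineage, did not pass (0.84, SE 0.37, adjusted p = 0.35). Its probe was detected on 1 of the 2 control arrays. The control mean of 5.44 lay near the lowest values of detected probes (5.46 to 5.68 per array), where the offset pulls changes toward 0. The list was called higher by camera (adjusted p = 1.7e-07), but not with an estimated correlation (adjusted p = 0.34). In a list of bile duct morphogenesis genes, 2 of 11 rose, the Notch ligand gene Jag1 (4.15, SE 0.47, detected on 1 of the 2 control arrays) and Bicc1 (2.90, SE 0.46), and 3 rose when adjusted over the list alone. That list was called higher (adjusted p = 0.0017), but not with an estimated correlation (adjusted p = 0.38). Onecut1 (0.47, SE 0.33) did not pass, and Epcam had no probe named here. Of 14 basement membrane and integrin genes 3 rose, Lamb3, Itga3 and Lamb2, and 9 when adjusted over the list alone (camera adjusted p = 6.5e-07; adjusted p = 0.34 with an estimated correlation). Jag1 was the only one of 12 tested Notch pathway genes to pass, also when adjusted over the list alone. The Notch list was not called by camera (adjusted p = 0.30). Log2 changes were -0.40 (SE 0.40) for Notch2, 0.28 (SE 0.55) for Hes1 and 0.77 (SE 0.37) for Hey1. They were 0.016 for Notch2 without DKO replicate 1 and -0.55 for Hes1 without control replicate 2. Notch2 was detected on 1 of the 2 DKO arrays. Its means (5.83 in controls, 5.43 in DKO livers) and the control mean of Hey1 (6.04) also lay near the lowest detected values. The call for Bicc1 was lost without control replicate 1 or 2 (log2 changes 2.74 and 3.07), that for Cldn4 without control replicate 1 (5.22), and those for Krt19 and Jag1 without background correction.

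Of 13 genes of bile acid synthesis and transport 5 fell, and 12 fell when adjusted over the list alone. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was 37.5-fold lower (limma adjusted p = 0.013). The study's text names it as lowered by qRT-PCR and by the arrays analysed here, so it is not independent evidence of direction. Slc27a5, Abcb11, Cyp27a1 and Hsd3b7 also fell. 7 of 17 genes of cytochrome P450 and drug metabolism fell, led by Cyp2e1 and Cyp3a11, with 12 lower and 1 higher when adjusted over the list alone. 7 of 20 genes of amino acid and urea metabolism fell, among them Uroc1 (-3.90, SE 0.35) and Kmo (-3.72, SE 0.41), and 13 when adjusted over the list alone. 2 of 14 genes of fatty acid oxidation fell, Cyp4a14 and Acaa1b (-3.71), and 3 when adjusted over the list alone. In gluconeogenesis and glycogen metabolism 1 of 10 fell, the glycogen synthase gene Gys2 (at least 11.5-fold lower), and 2 when adjusted over the list alone. These lists had median log2 changes of -2.55, -1.90, -1.81, -0.91 and -1.08 and were called lower by camera (adjusted p = 3.8e-11, 5.4e-09, 1.5e-11, 0.00034 and 2.4e-05), but not with an estimated correlation (adjusted p = 0.34, 0.34, 0.34, 0.48 and 0.34). Of 34 genes of secreted plasma proteins 4 fell, Apoc3 (-3.19, SE 0.40), F9 (-2.83, SE 0.39), F10 and Fetub, and 12 when adjusted over the list alone. Their median was -0.62 (camera adjusted p = 8.8e-09; adjusted p = 0.38 with an estimated correlation) and was -1.38 in the 11 genes with a control mean under 13, against a highest mean on the arrays of 15.97. Alb did not pass (-0.89, SE 0.43, adjusted p = 0.40). Its probe read a mean log2 intensity of 9.41 in controls, against list medians of 14.65 and 14.25 in control replicates 1 and 2. Whether this probe reports the level of Alb mRNA well was not tested. On the same arrays all 17 tested markers of erythroid cells had negative log2 changes, with a median of -1.07. The call for Cyp7a1 was lost without control replicate 1 or 2 (log2 changes -5.47 and -4.99; at least 80.0-fold lower without DKO replicate 1 and -4.01 without DKO replicate 2), and those for F9, Cyp3a11 and Cyp4a14 without control replicate 1 (-2.54, -4.58 and -5.55).

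Transcription factors of the hepatic lineage did not move together. Of 17 tested, Foxa1 rose (2.94, SE 0.37, adjusted p = 0.0088) and the nuclear receptor gene Nr1i3 was at least 4.90-fold lower (adjusted p = 0.019), with 2 higher and 4 lower when adjusted over the list alone. The list was not called (adjusted p = 0.29). Hnf4a, a central regulator of hepatocyte genes, had a log2 change of -0.83 (SE 0.48, adjusted p = 0.50), Cebpa of -0.85 (SE 0.42, adjusted p = 0.42), Foxa2 of 0.72 (SE 0.46) and Nr5a2 of -0.10 (SE 0.83; 0.59 without control replicate 1 and 1.18 without DKO replicate 2). The study's text reports Hnf4a and Cebpa as lowered by qRT-PCR and by the arrays analysed here, with an array threshold of P under 0.05. By limma without a replicate block the unadjusted p was 0.12 for Hnf4a and 0.083 for Cebpa. In same-numbered arrays Hnf4a read 12.44 (DKO) against 13.26 (control) and 11.50 against 12.34. Cebpa read 7.04 against 7.93 and 6.38 against 7.17. A paired test, which the methods name in general, uses these differences, so the limma p-values do not show whether the study's threshold was met. The Foxa2 probe was detected on 1 of the 2 control arrays. In simulated values the fit called 5 of 50 genes changed by 1, so a missing call is not evidence of no change. The call for Nr1i3 was lost without control replicate 1 (at least 3.82-fold lower) and without background correction.

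Among 18 TGF-beta pathway genes 1 rose, Id1 (1.89, SE 0.36, adjusted p = 0.038), which encodes an inhibitor of DNA binding, and 1 when adjusted over the list alone. The list was called higher (adjusted p = 0.035), but not with an estimated correlation (adjusted p = 0.55), and the call was lost without control replicate 2 (mean log2 change 0.46) and without DKO replicate 2 (0.22), against a mean of 0.45 over all arrays. The ligand gene Tgfb2 was counted with the YAP targets. In a list of fibroblast and stellate cell matrix genes 1 of 26 rose, Timp3 (1.75, SE 0.35, adjusted p = 0.045), with 4 higher and 1 lower when adjusted over the list alone. Its median (-0.13) and mean (0.20) differed in sign and it was not called (adjusted p = 0.54). Timp2 had a log2 change of 0.56 (SE 0.38). The calls for Id1 and Timp3 were lost without control replicate 1 (2.03 and 1.60), without control replicate 2 (1.75 and 1.90) and without DKO replicate 2 (1.66 and 1.58).

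In the cell cycle list 0 of 23 genes passed by limma, and 1 had an unadjusted p under 0.05. Cdc6 had the largest change (-1.19, SE 0.34), followed by Ccna2 (-0.62, SE 0.34). The list was called lower (adjusted p = 0.040; adjusted p = 0.57 with an estimated correlation), and not without control replicate 1, control replicate 2 or DKO replicate 1 (mean log2 changes -0.32, -0.32 and -0.055). For p53 targets 0 of 17 genes passed by limma, 7 had an unadjusted p under 0.05, and 3 were higher and 1 lower when adjusted over the list alone. The list was not called (adjusted p = 0.30). Plk2 (2.28, SE 0.52), Zmat3 (1.44, SE 0.40) and Cdkn1a (-0.31, SE 0.35) did not pass. Plk2 had a log2 change of 3.03 without DKO replicate 1 and 1.53 without DKO replicate 2.

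Among markers of other cells of the neonatal liver, 0 genes passed the test per gene by limma. The erythroid list was called lower (camera adjusted p = 1.4e-07; adjusted p = 0.34 with an estimated correlation); 11 of its 17 genes had an unadjusted p under 0.05 and 9 were lower when adjusted over the list alone, with log2 changes of -1.50 (SE 0.37) for Hemgn and -1.49 (SE 0.57) for Trim10, the latter -2.26 without DKO replicate 1 and -0.71 without DKO replicate 2. Granulocyte, lymphoid and megakaryocyte lists were also called lower (adjusted p = 0.0084, 0.037 and 0.034; adjusted p = 0.57, 0.55 and 0.55 with an estimated correlation), with medians of -0.45, -0.58 and -0.70. In these lists 2 of 18, 2 of 8 and 3 of 8 genes had an unadjusted p under 0.05, and 0, 0 and 1 were lower when adjusted over the list alone. Ltf (-1.35, SE 0.33), Cd79b (-1.07, SE 0.38) and Gp5 (-1.35, SE 0.35) had the largest change in each. The 3 calls were lost without control replicate 2 (mean log2 changes -0.16, -0.21 and -0.18) and without DKO replicate 2 (-0.29, -0.34 and -0.47), and the lymphoid call also without DKO replicate 1 (-0.72). Lists for macrophages (median 0.36, adjusted p = 0.51), endothelial cells (-0.43, adjusted p = 0.053) and mesothelium (-0.27, adjusted p = 0.85) were not called; 1 of 15, 2 of 19 and 3 of 7 genes had an unadjusted p under 0.05, and only mesothelium had members past the threshold when adjusted over the list alone, 1 higher and 1 lower. Lists for pancreas and gut and for muscle had fewer than 5 tested members and were not tested.

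2 of 12 acute phase genes fell, Il1rn (-3.59, SE 0.35) and Saa4 (-2.98, SE 0.43), with 1 higher and 4 lower when adjusted over the list alone (camera adjusted p = 0.0086; adjusted p = 0.38 with an estimated correlation). Of 13 immediate early genes Fos rose (2.58, SE 0.36), and 4 rose when adjusted over the list alone (camera adjusted p = 0.0030; adjusted p = 0.38 with an estimated correlation). That list call was lost without control replicate 1 (mean log2 change 0.54) and without DKO replicate 2 (0.48). The call for Fos was lost without control replicate 2 (2.29), as was that for Saa4 (-2.45). For ER stress 0 of 13 genes passed by limma and 4 had an unadjusted p under 0.05; the list was called higher (adjusted p = 0.034; adjusted p = 0.37 with an estimated correlation), though not without control replicate 2 or DKO replicate 2 (mean log2 changes 0.63 and 0.36), and Chac1 and Ddit3 had log2 changes of 2.67 (SE 0.86; 4.17 without DKO replicate 1 and 1.17 without DKO replicate 2) and 1.34 (SE 0.47). Scd1 was the only one of 15 genes of lipid and cholesterol synthesis to fall (-1.69, SE 0.33), its call was lost without any one of the 4 livers (-1.64, -1.74, -1.73 and -1.65), and the list was not called (adjusted p = 0.17), though it was called lower without control replicate 1 or DKO replicate 2 (mean log2 changes -0.74 and -0.78) and had a mean above 0 without control replicate 2 or DKO replicate 1 (0.12 and 0.16). For fetal liver transcripts 0 of 8 passed by limma, 1 had an unadjusted p under 0.05, the median (-0.085) and mean (0.028) differed in sign, and the list was not called (adjusted p = 0.57).

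**Figure D2:**
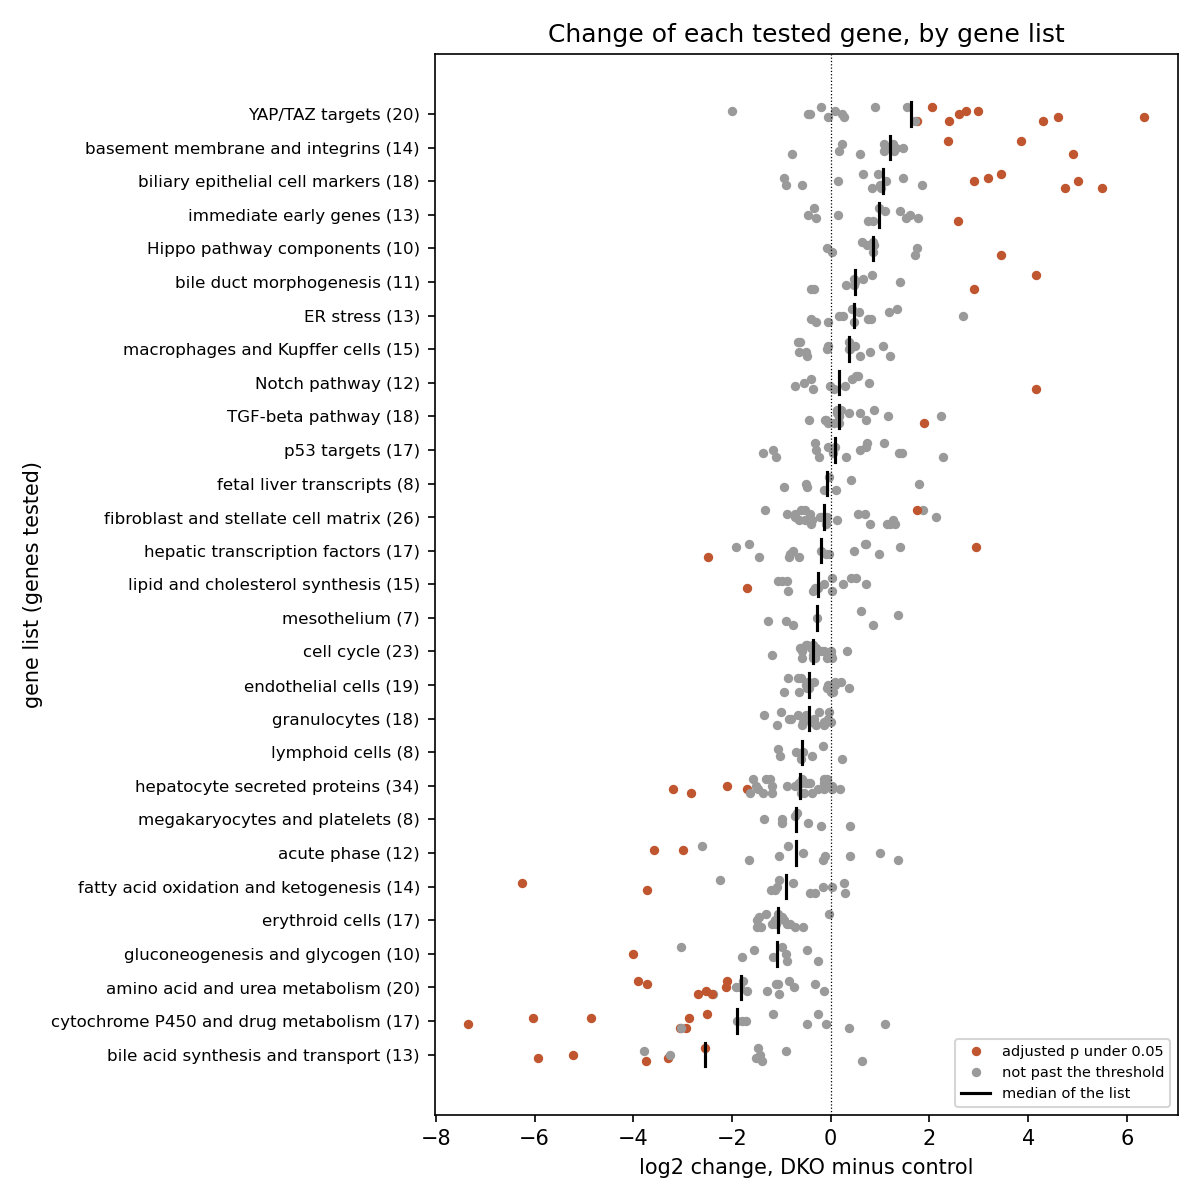
Log2 change (DKO minus control, horizontal axis) of every tested gene, grouped by 29 tested gene lists (vertical axis, number of genes tested in brackets) and ordered by list median. Points are genes, orange where the adjusted p was under 0.05 and grey otherwise, and black bars are list medians, which run from -2.55 for bile acid synthesis and transport to 1.62 for YAP/TAZ targets; with undetected genes at their bounds the latter median was 0.99, below basement membrane and integrins (1.19) and BEC markers (1.05).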

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

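All alternatives were chosen before the data were examined; the cause was not tested unless stated. All 326 changed genes kept their direction wherever they were tested in the 15 other fits. For many of these fits this was fixed beforehand and is no evidence of robustness. In all 326 the groups were separated, so on the same probe leaving out an array could not turn the direction. The replicate block, the variance model and the filters left each probe's log2 change the same. Counts of genes higher and lower were 63 and 74 without background correction, 79 and 79 with the authors' normalized values, and 15 and 25 with no filter. They ranged from 64 to 288 and from 56 to 251 when 1 array was left out, where the lone array is assumed to vary like the other group and the counted probe was chosen again (another probe in 55 to 62 genes, Ankrd1 the only named one, given in the text with its probe kept). An unadjusted limma p under 0.05 gave 763 and 763. The methods' t-test, stated as paired for statistical analysis in general, gave 405 and 557 at that threshold, and an unpaired form 520 and 571. Either gave 0 and 0 after adjustment. Same-numbered arrays deviated together (r = 0.54 across tested probes), but no label says that a number marks a litter or batch, the description field numbers the arrays by group, and with 2 pairs the numbers count as shared numbers only; a replicate block gave 660 and 656, added a call for 17 named genes and ended it for 0 (lymphoid list call lost, adjusted p = 0.053). The number of lists called was 0 with an estimated correlation and 0 by fry (smallest adjusted p 0.34 and 0.077), and 15 to 22 elsewhere. In these 2 list tests the calls ended at the same mean log2 change of 1.57 for YAP/TAZ targets, 1.74 for BEC markers, -0.88 for secreted proteins and 0.45 for the TGF-beta pathway, whose mean ranged from 0.22 to 0.68 with 1 array left out. Changes of direction occurred only in values that were not called: Nr5a2 (0.036 without background correction, 0.031 with the authors' values, -1.38 to 1.18 with 1 array left out), Hes1 (-0.55 to 1.11), Notch2 (-0.82, where the DKO array left was below detection, to 0.016), and the mean of the lists for fetal liver (-0.24 to 0.30), mesothelium (-0.22 to 0.11) and lipid synthesis (-0.78 to 0.16). For fibroblast matrix only the test's direction turned, with no filter (mean 0.16) and without control replicate 2 (0.059, the lowest of 0.059 to 0.32 with 1 array left out). Among the other named genes the call ended for 35 with no filter, 15 without background correction and 12 with the authors' values; 0, 1 and 1 gained one. Signal over background limits the genes near detection. Chip section and scan were not run.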

Other observations

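Tests of the lower share of hepatocytes, the 3 metabolism lists set against secreted proteins and the correlations with an offset of 50 and with the authors' values were chosen after values had been seen; the other tests were written down beforehand, but the intervals for probe noise, signal ceiling and strain segments were required only after those results were seen. Of the 326 changed genes 271 belonged to no list, 142 higher and 129 lower, and the genes named here were chosen from them after their values were seen. Sprr1a, Lor and Scel encode components of the cornified envelope of stratified epithelia. Sprr1a was at least 11.3-fold, Lor at least 8.20-fold and Scel at least 4.47-fold higher in DKO livers, each below detection in both controls. Ager and Sftpd, known for their expression in lung alveoli, rose by 4.69 (SE 0.42) and 3.74 (SE 0.34) on the log2 scale. The splicing regulator gene Esrp1, the matricellular gene Ccn4 and the ligand gene Wnt7b were at least 11.9-fold, 14.3-fold and 7.55-fold higher. Abcg5 and Abcg8, whose products form the sterol exporter of hepatocytes, fell, with log2 changes of -4.48 (SE 0.57) and -5.14 (SE 0.39), the latter detected on 1 DKO array. Hao1, Uox, Gulo and Aqp9 fell, with log2 changes of -4.55, -3.61, -4.41 and -3.40, and the coagulation factor gene F7 was at least 8.19-fold lower.

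Control replicate 2 read 7.18 for the Y-linked gene Kdm5d against 4.78, 4.84 and 4.93 on the other arrays.

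Arrays with the same replicate number deviated together from their group means. The correlation was 0.54 across the 12416 autosomal of 13654 tested probes (0.53817). Most probes thus stayed in, as did any effect of sex on autosomal genes. Both DKO arrays read alike for Eif2s3y (4.76 and 4.94) and Xist (9.75 and 9.06), which argues against the sex of control replicate 2 as the cause. With no background correction, cyclic loess, median scaling or no normalization the correlation was at least 0.54 (0.54334), which argues against those steps. Median scaling and no normalization count as the same test, since a constant per array leaves a correlation unchanged. The correlation was 0.55 with an offset of 50 and 0.54 with the authors' values. For 1692 genes with 2 tested probes the replicate difference correlated at 0.54 (0.53602; 95% interval 0.50 to 0.57) between the probes, above the 0.5 set beforehand and against noise of single probes. With 2 arrays per group, exchanging the numbers within a group only turns the sign of the correlation of deviations, so the match of the numbers may be chance. A shared litter, day or chip, or other variation common to both groups, may account for that correlation and remains untested.

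Genes of secreted proteins had a median log2 change of -0.62 (34 genes), against -1.87 in 50 genes of the lists for bile acid, cytochrome P450 and amino acid metabolism. The contrast was smaller against all 5 metabolism lists (-1.53 in 74 genes), since gluconeogenesis (-1.08) and fatty acid oxidation (-0.91) lay closer to secreted proteins. A ceiling of the array's signal was tested among members with a control mean under 13: the difference of the medians was 0.49, under the 0.5 written down as the mark of a ceiling, so by that limit alone a ceiling would account for the pattern. The bootstrap interval over genes, required only after this value was seen, ran from -0.30 to 1.64 and also holds the opposite mark, with only 11 secreted-protein genes left, so a ceiling and a true difference cannot be told apart. A lower share of hepatocytes alone would lower such genes alike if no other cells expressed them. Across 30 members with a control mean of 10 to 13 the SD of the log2 change was at least 1.56 in each pair of a DKO and a control array. The median SE was 0.41, for the difference of group means rather than for a single pair. These genes thus did not fall by a common factor. Their expression in other cells was not measured, so the test cannot decide whether the hepatocyte share is the whole cause. This test replaced a first one on the difference of the medians, which a ceiling could also produce. The study reports few functional hepatocytes and many immature BEC in such livers at this age, a share not measured here. Whether the genotype also changed these genes within the remaining hepatocytes stays open.

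A hypothesis was that strain segments carried along with the targeted alleles add changed genes near Lats1 and Lats2. Among the 200 tested genes nearest to the targeted genes 8 changed (4.0%), against 3.42% of 9298 others (Fisher's exact test, two-sided, p = 0.56). These values met the limits written down beforehand as counting against the hypothesis, but the odds ratio of 1.18 had an interval of 0.50 to 2.39, a requirement added after the result was seen, so a moderate excess cannot be told apart from none with so few changed genes.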
